A study of Mus musculus with 24 samples.

How the data were processed

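The series holds RNA-seq libraries of mouse colorectal tissue from animals given azoxymethane and dextran sulfate sodium (AOM/DSS), a carcinogen and a colitis-inducing polymer that together produce colon tumors. Tissue pieces were annotated as tumor or normal, and the genotype as c-MAF knockout (KO) or wild type (WT). Per the labels' protocols, total RNA was extracted with a miRNeasy kit and libraries were prepared with a stranded TruSeq mRNA kit. The authors deposited 1 table per library with gene symbols and FPKM values (fragments per kilobase of transcript, scaled to the mapped fragments of each library), per the file headers. The aligner, the quantification tool, the genome build and the annotation are stated neither in the labels nor in the headers. Each of the 24 tables lists the same 24346 symbols with 0 repeated symbols, so no rows had to be merged.

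Groups were taken from the sample titles, which combine a genotype word, a leading number for the KO samples, a zygosity word or an age word, and the tissue. This gave 10 groups: KO-1-hetero, KO-8-hetero, KO-8-homo, WT-young and WT-old, each as tumor and normal. The labels do not explain the leading numbers, and they do not say which samples came from the same animal. The tumor groups held 3, 3, 3, 4 and 1 libraries in that order, and each normal group held 2. Pooled by genotype label, there were 9 KO and 5 WT tumor libraries, and 6 KO and 4 WT normal libraries.

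FPKM values are not counts, so no count model was used. Values were transformed as log2(FPKM + 1), a pseudocount of 1, and genes with FPKM of at least 1 in at least 4 libraries were kept, which left 13799 genes. Fold changes are therefore on the log2(FPKM + 1) scale, which understates the change of low genes. No further scaling between libraries was applied. limma (version 3.58.1, R 4.3.3) was used with lmFit, contrasts.fit and eBayes with an intensity trend, two-sided, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. One model with the 4 combinations of genotype label and tissue served the comparisons of KO with WT, of tumor with normal, and their interaction. Another with the 10 groups served the comparisons of single groups. All 24 libraries entered each model, so that small groups shared an estimate of the spread. Single values were compared by exact permutation tests, two-sided, with scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and Python 3.11.15.

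The 15 gene lists (p53 targets, reported c-MAF targets, Wnt targets, proliferation, absorptive colonocyte, goblet cell, enteroendocrine cell, smooth muscle, fibroblast, neutrophil and acute inflammation, macrophage, T cell, B and plasma cell, interferon response and MHC class II) came from general knowledge of colon tissue, Wnt-driven colon tumors, p53 targets and published c-MAF targets. They were tested with camera at a preset correlation between genes of 0.01, which treats the genes of a list as nearly independent. Because genes of a list vary together, camera with an estimated correlation and fry were run beside it. Camera asks whether a list changes more than the other genes, and fry whether its genes change at all. The lists, the groups, the tests, the rule for naming genes and the alternatives were fixed before the data were examined, except where stated otherwise.

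Genes named in the text follow a rule. Maf, Maff, Mafg, Mafk and the neighbouring gene Wwox were among those fixed by name. From each comparison of the first model came the 3 genes with the largest rise and the 3 with the largest fall among those past the threshold, with group ranges that did not overlap where 2 groups were compared. Where none passed, the 2 genes with the smallest p were taken. From each list, members past the threshold qualified, up to 3 by p, and a few of these are given. The genes named for single groups were those with the smallest p and were chosen after their values were seen. Mafa and Nrl did not pass the expression filter. Symbols were used as deposited. Of the 24346 symbols, 23143 matched the RefSeq table of GRCm38.p6, which was used only for chromosome names and neighbours. No coordinates are given, because the build behind the files is not named.

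Total fragments per library are not given in FPKM tables. Relative depth was therefore estimated from genes below 1 FPKM in all libraries, where many values stand for the same small number of fragments. The most frequent ratio of such values between a library and a reference library was taken as the inverse ratio of their depths. It ranged from 0.690 to 1.87 of the median library, a 2.71-fold range. Precision for low genes differs between libraries accordingly, and no counting interval was computed, since the fragment totals are unknown.

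The fits were tested on simulated data for the same 13799 genes, with the spread of the real genes and 200 changed genes in each of 20 runs. For a change of 1 on the log2 scale, 86.0% of the changed genes were recovered in the comparison of 9 with 5 tumors, and 67.8% in that of 3 KO-8-homo with 4 WT-young tumors. False calls made up 4.19% and 4.91% of the calls. The simulated spread was that within the 10 groups, so differences between the groups pooled under a label were left out. Recovery in the pooled comparisons may therefore be overstated. With independent genes and no shift, camera called 0 lists in 20 runs, and with a shift of 1 in the interferon response list it called that list in 20 of 20 runs. The simulated genes are independent, so this says nothing about correlated lists.

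Alternatives were the pseudocount, the expression filter, between-library scaling, the variance model, the replicate number or the title prefix as a block, subsets of the samples, a fold change threshold and leaving out each library. Covariates for Xist and for the mean of 5 posterior Hox genes were added after the data had been seen. An early look at the data also included principal components, a fit with a binary sex term derived from Xist and a fit with the title prefix as a random block. The alternatives were run for 171 pairs of a gene and a comparison. After their outcome had been seen, the values followed were narrowed to 126 pairs, by limiting the genes fixed by name, other than Maf, to the 2 comparisons of KO with WT.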

Results

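The transcriptomes of 24 mouse colorectal tissue libraries were compared by genotype label and by tissue. The tumors comprised 9 KO-labelled libraries (3 KO-1-hetero, 3 KO-8-hetero and 3 KO-8-homo) and 5 WT-labelled libraries (4 WT-young and 1 WT-old). Normal tissue comprised 6 KO-labelled and 4 WT-labelled libraries, with 2 in each group. Between 12074 and 13290 genes had FPKM of at least 1. Relative sequencing depth was 1.20 ± 0.292 (SD, n = 9) in KO-labelled tumors and 1.09 ± 0.136 (SD, n = 5) in WT-labelled tumors. It was 0.986 ± 0.125 (SD, n = 6) in KO-labelled and 0.778 ± 0.0679 (SD, n = 4) in WT-labelled normal tissue, each relative to the median library. No 2 libraries of the same group held identical values.

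Maf, the gene that the genotype label names, was examined first in every library. In normal tissue Maf measured 2.76 and 2.82 FPKM in the WT-young libraries and 2.06 and 1.37 FPKM in the WT-old libraries. The KO-1-hetero normal libraries gave 3.07 and 1.82 FPKM, the KO-8-hetero libraries 2.78 and 1.52 FPKM, and the KO-8-homo libraries 6.27 and 3.99 FPKM. In tumors Maf measured 2.26, 1.92, 1.90 and 1.63 FPKM in the WT-young libraries and 7.26 FPKM in the WT-old library. It measured 4.43, 4.62 and 7.40 FPKM in KO-1-hetero, 5.21, 4.46 and 2.62 FPKM in KO-8-hetero, and 3.0, 4.73 and 4.05 FPKM in KO-8-homo tumors. Maf was thus not lower in the tumors labelled KO than in the WT-young tumors, nor in the libraries labelled KO-8-homo than in the WT-labelled libraries on average. In heterozygous normal tissue the ranges overlapped, with means of 2.44 FPKM in KO-1-hetero and 2.15 FPKM in KO-8-hetero against 2.25 FPKM in the 4 WT-labelled libraries and 2.79 FPKM in WT-young. The gene-level value does not separate exons, so it does not show whether a transcript of an altered allele was counted. KO below means the label, and no direction can be taken as an effect of lower Maf transcript.

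**Figure D1:**
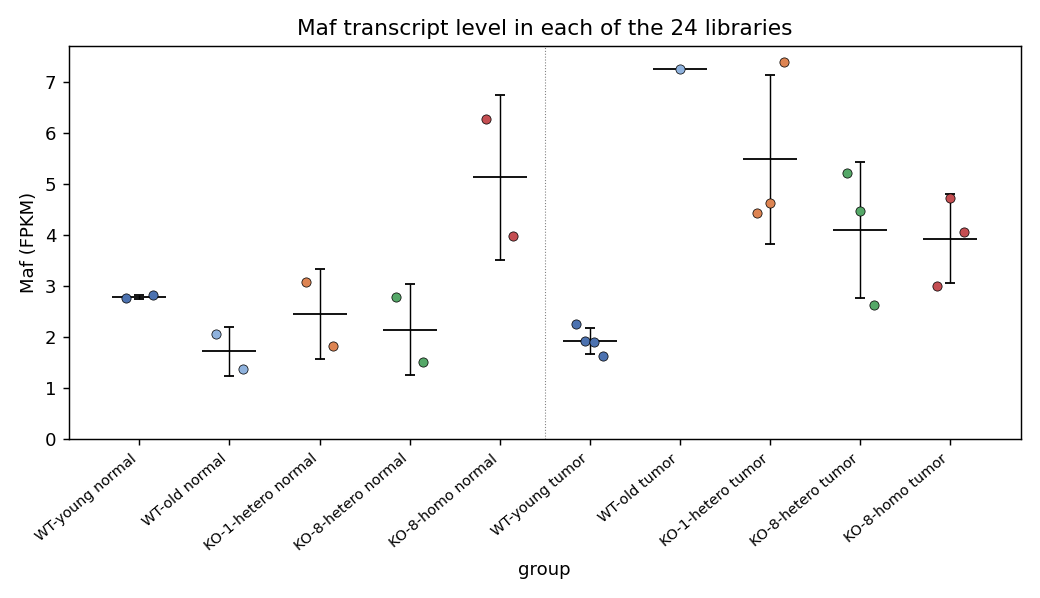
Maf in FPKM (vertical axis) in each library, by group (horizontal axis), with normal tissue left of the dotted line and tumors right of it. Points are libraries, horizontal bars group means and whiskers SD; the 4 WT-young tumors lie between 1.63 and 2.26 FPKM, below all 9 KO-labelled tumors, and the WT-old tumor lies at 7.26 FPKM.

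Averaged by label, Maf was 4.50 ± 1.37 FPKM (SD, n = 9) in KO-labelled and 2.99 ± 2.39 FPKM (SD, n = 5) in WT-labelled tumors. The log2 fold change was 0.58 (SE 0.258) with a limma adjusted p of 0.555, and the exact permutation p was 0.0559 (two-sided, 2002 splits). Adjusted over the 12 exact tests of genes fixed by name, it was 0.256. The 1 WT-old tumor weighed heavily on this value. Without the WT-old libraries the log2 fold change was 0.88 with a limma adjusted p of 0.189, and 9 of 9 KO-labelled tumors exceeded each of the 4 WT-young tumors. The exact permutation p for those 13 tumors was 0.0028, the smallest that 715 splits can give. This test and those of KO-8-homo alone were added to the planned ones. The alternative that moved the value most was taking 1 mean per title prefix, which gave 0.13 (adjusted p 0.982), and over the alternatives the adjusted p ranged from 0.189 to 0.988. In normal tissue Maf was 3.24 ± 1.73 FPKM (SD, n = 6) with the KO label and 2.25 ± 0.678 FPKM (SD, n = 4) with the WT label. The log2 fold change of 0.32 (SE 0.299, limma adjusted p 1) was within the spread, with an exact permutation p of 0.352, two-sided. In KO-8-homo against WT-labelled tumors the log2 difference in Maf was 0.44 (exact permutation p 0.393, two-sided, n = 3 and 5). This value depended on the WT-old tumor, since each of the 3 KO-8-homo tumors exceeded each of the 4 WT-young tumors, with a log2 fold change of 0.74 (limma adjusted p 0.21). In normal tissue the difference was 0.91 with n = 2 and 4, both KO-8-homo libraries exceeded all 4 WT-labelled libraries, and the exact permutation p was 0.133, the smallest possible.

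Pooled by label, Maff, Mafg and Mafk gave no limma adjusted p below 0.05. In tumors the log2 fold changes were -0.31 for Maff (SE 0.251), 0.23 for Mafg (SE 0.239) and -0.09 for Mafk (SE 0.167). The limma adjusted p-values were 0.774, 0.848 and 0.921. Wwox, a protein-coding neighbour of Maf in the GRCm38.p6 annotation, changed by -0.13 (SE 0.135, adjusted p 0.848). In normal tissue the changes were -0.09, -0.11 and 0.00 for Maff, Mafg and Mafk and -0.20 for Wwox, with limma adjusted p-values of 1 for each. Under some alternatives the small values of Maff, Mafg, Mafk and Wwox changed sign. The pooled Wwox values hide a lower level in KO-1-hetero. Its normal libraries were at 2.78 and 2.97 FPKM, against 4.06 to 5.33 FPKM in WT-labelled normal tissue. Its tumors were at 3.26 to 4.19 FPKM, against 5.21 to 5.69 FPKM in WT-young tumors and 3.95 FPKM in the WT-old tumor. Mean Wwox was 5.18 FPKM in KO-8-hetero and 5.11 FPKM in KO-8-homo tumors.

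The labels do not give the sex of the animals, so sex-linked transcripts were read in each library. Apart from the early fit with a binary sex term, no groups were formed from them. Xist was at 49.9 FPKM in KO-1-hetero tumor replicate 3 and 48.8 FPKM in KO-8-hetero tumor replicate 3. It was at 30.3 and 28.9 FPKM in the KO-1-hetero normal libraries and at 18.2 and 7.38 FPKM in the KO-8-hetero normal libraries. In the other 18 libraries Xist was at 0.0719 FPKM or less. The Y-linked gene Ddx3y showed the opposite pattern, at 0.0454 FPKM or less in those 6 libraries and at 7.20 FPKM or more in the other 18. The libraries with high Xist occurred only in the KO-labelled heterozygous groups, and each WT-labelled library had low Xist. Part of the comparison by genotype label is thus also one between these 2 kinds of library. The same holds for tumor against normal tissue with the KO label and for the interaction. High Xist was found in every heterozygous normal library, but only in replicate 3 of each heterozygous tumor group.

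The first principal component of log2(FPKM + 1) held 45.6% of the variance and separated tumor from normal tissue. Tumor libraries lay between -62.6 and -2.16 and normal libraries between 39.0 and 62.5. The tumor library nearest to normal tissue was the WT-old tumor. The second component held 10.9% and spread the normal libraries from -49.0 to 33.5, with both replicates of WT-young and of WT-old at opposite ends.

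**Figure D2:**
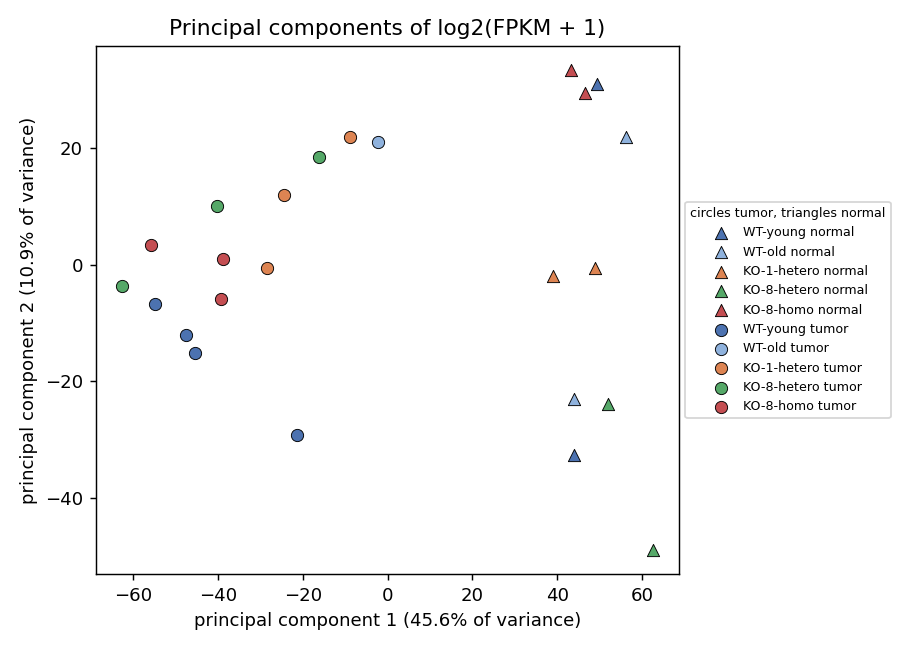
The first 2 principal components of log2(FPKM + 1) over the 24 libraries, component 1 on the horizontal axis and component 2 on the vertical axis, in arbitrary units. Circles are tumor and triangles normal libraries, coloured by title prefix; component 1 parts the 14 tumors from the 10 normal libraries, and the KO and WT labels do not form separate clusters.

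The comparison named in the series title, KO with WT in tumors after AOM/DSS, gave 1 gene of 13799 with a limma adjusted p below 0.05. At an unadjusted p below 0.05 there were 1147 genes, against 690 that chance gives. The gene was Fzd1, a receptor of the Wnt pathway, at 12.4 ± 1.71 FPKM (SD, n = 9) in KO-labelled and 7.15 ± 1.24 FPKM (SD, n = 5) in WT-labelled tumors. Its log2 fold change was 0.72 (SE 0.119) with a limma adjusted p of 0.0464, and 9 of 9 KO-labelled tumors exceeded all 5 WT-labelled ones. The call was not stable. Fzd1 no longer passed in 10 of 16 alternatives, over which its adjusted p ranged from 0.00196 to 0.927. It also no longer passed in 12 of the 14 fits that each left out 1 tumor, such as WT-young tumor replicate 2 (adjusted p 0.35). It passed without KO-8-hetero tumor replicate 1 (0.0197) and without WT-young tumor replicate 3 (0.024). The alternative that moved the count most was restricting the KO arm to KO-8-homo, which gave 71 genes, 9 of them higher, with Fzd1 among them.

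In normal tissue, KO against WT gave 0 genes with a limma adjusted p below 0.05, and 645 at an unadjusted p below 0.05, against 690 by chance. The genes with the smallest p, neither past the threshold, were Hells and Neat1. Hells was at 8.93 ± 1.36 FPKM (SD, n = 6) in KO-labelled and 5.01 ± 0.808 FPKM (SD, n = 4) in WT-labelled normal tissue (log2 fold change 0.73, SE 0.133, adjusted p 0.202). Neat1 was at 98.3 ± 41.1 FPKM (SD, n = 6) and 310 ± 229 FPKM (SD, n = 4), a log2 fold change of -1.53 (SE 0.345, adjusted p 0.673).

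Tumor differed from normal tissue in both genotype labels. In WT-labelled tissue 4192 genes passed the threshold, 2143 higher and 2049 lower in tumor, and in KO-labelled tissue 6520 genes, 3321 higher and 3199 lower. The count with the WT label moved most with a fold change threshold, to 1462 genes with an absolute log2 fold change of at least 1, and fell to 2682 without the WT-old libraries. Of the genes called in each, 3448 were called in both comparisons, 3446 of them in the same direction. Across genes the fold changes correlated with r = 0.893, where genes are not independent replicates and the comparisons share no library. By the naming rule, only genes with group ranges that did not overlap were ranked here. The largest rises with the WT label were those of Lyz1, Wif1 and Spock2. Lyz1 rose from 18.8 ± 3.08 FPKM (SD, n = 4) to 1309 ± 697 FPKM (SD, n = 5), a log2 fold change of 5.57 (SE 0.662, limma adjusted p 1.01e-05). Wif1 rose by 5.25 (SE 0.837, adjusted p 0.000152) and Spock2 by 4.88 (SE 0.989, adjusted p 0.00105). The largest falls were those of 1810065E05Rik (-4.56), Cyp2c55 (-4.50) and Vsig2 (-4.17), with adjusted p-values of 0.0048, 0.00109 and 0.000277. With the KO label the largest rises were those of Defa24, Mmp7 and Mt4, at 7.02, 6.44 and 6.43, and the largest falls those of Car4, Cyp2c55 and Aqp8, at -4.55, -4.26 and -4.18. Their limma adjusted p-values were 5.76e-06, 4.79e-06 and 3.62e-05 for the rises and 2.38e-05, 7.57e-05 and 5.23e-05 for the falls. In WT-young tumors Defa24, Mmp7 and Mt4 were at 8.78 to 9.84, 8.70 to 9.40 and 8.80 to 9.04 on the log2 scale. The WT-old tumor had 1.63, 1.35 and 0.90. The different genes named for each label thus do not show that the labels differ. Values of Lyz1, Defa24 and Cyp2c55 are uncertain, since these genes belong to families of similar sequence whose fragments could have been divided between members. Maf itself did not differ between tumor and normal tissue with the WT label (log2 fold change 0.17, SE 0.311, adjusted p 0.704) or the KO label (0.43, SE 0.244, adjusted p 0.151). The value with the WT label became -0.13 without the WT-old tumor and -0.38 without all WT-old libraries. The value with the KO label passed the threshold without KO-8-homo normal replicate 1 (0.60, adjusted p 0.0424).

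Whether the tumor-normal difference depended on the genotype label was tested by their interaction. It gave 0 genes with a limma adjusted p below 0.05 and 654 at an unadjusted p below 0.05, against 690 by chance. Hells and Ncapg had the smallest p, with interaction log2 fold changes of -0.91 (SE 0.175) and -1.22 (SE 0.247) and adjusted p-values of 0.382 each. The larger number of genes called with the KO label is thus not shown to be a difference between the labels, and that comparison also had more libraries.

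The 15 gene lists held 180 tested genes. Between KO and WT, 0 of these genes passed the threshold in tumors and 0 in normal tissue, whether adjusted over all genes or over the 180 genes together. When each list was adjusted by itself, 4 of the 10 interferon response genes, 1 of the 24 p53 targets and 1 of the 20 Wnt targets passed in tumors, and 2 of the 17 proliferation genes in normal tissue. In tumor against normal tissue, 99 of the 180 genes passed with the WT label and 112 with the KO label, and 110 and 117 when adjusted over the list alone, taken as the 180 genes together. For KO against WT, camera with a preset correlation called 10 of 15 lists in tumors and 4 of 15 in normal tissue. None of these calls held in the other tests, since camera with an estimated correlation and fry each called 0 lists in both comparisons. Camera with an estimated correlation also called 0 lists in tumor against normal tissue. Its lack of calls therefore does not show that the lists were unchanged. The interferon response list had a median log2 fold change of -0.76 in tumors, with 0 of 10 genes higher, a preset-correlation adjusted p of 1.18e-06 and a fry adjusted p of 0.272. The reported c-MAF targets had a median of 0.01 (8 genes, 5 higher, adjusted p 0.511). This pooled value includes the WT-old tumor, with a list mean of 4.21 against 2.69 to 2.86 in the other WT-labelled tumors. Against WT-young tumors the c-MAF target median was 0.65 in KO-1-hetero, 0.10 in KO-8-hetero and 0.22 in KO-8-homo. The proliferation list had a median of -0.31 with 0 of 17 genes higher (adjusted p 0.000326, fry adjusted p 0.349). In the same test the median was 0.60 for smooth muscle, 0.47 for fibroblast, 0.42 for neutrophil and acute inflammation, 0.22 for macrophage, 0.25 for Wnt targets and 0.08 for p53 targets. It was -0.62 for MHC class II and -0.47 for absorptive colonocyte, and these lists, with interferon response and proliferation, made up the 10 calls. The lists without a call had medians of 0.50 for goblet cell, 0.25 for enteroendocrine cell, 0.08 for B and plasma cell and -0.10 for T cell. The WT-old tumor lay far from the other WT-labelled tumors in several lists, such as Wnt targets (mean 2.15 against 4.22 to 4.65). Against WT-young tumors the Wnt target median was -0.46 in KO-1-hetero and -0.62 in KO-8-hetero, each with 5 of 20 genes higher. In KO-8-homo it was 0.41, with 19 of 20 higher, so the KO groups did not share the pooled rise. In that order of groups, smooth muscle had 1.71, 1.02 and 1.01, and B and plasma cell 2.06, 0.48 and 0.31. In normal tissue the 4 lists called with the preset correlation were proliferation (0.32), macrophage (0.40), fibroblast (0.26) and interferon response (-0.32).

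For tumor against normal tissue with the WT label, camera with the preset correlation called 10 of 15 lists and fry 12, including the same 10, while camera with an estimated correlation called 0. The medians were 1.78 for Wnt targets, 1.89 for neutrophil and acute inflammation, 1.19 for macrophage, 1.48 for interferon response, 1.30 for MHC class II and 0.77 for proliferation. They were -2.35 for smooth muscle, -1.84 for goblet cell, -1.65 for enteroendocrine cell and -1.02 for absorptive colonocyte. The 2 further lists called by fry were p53 targets (0.15) and reported c-MAF targets (0.59), and neither test called fibroblast (0.74), T cell (0.73) or B and plasma cell (-0.02). With the KO label 10 lists were called with the preset correlation, and fry called 11, including the same 10. Members of these lists past the threshold included Lef1 (log2 fold change 2.01, adjusted p 0.000526), Il1b (3.44, 4.41e-05), Usp18 (2.73, 1.66e-05), Guca2a (-3.07, 0.000355) and Cnn1 (-3.55, 0.002) by limma with the WT label. The interaction was called for 4 lists with the preset correlation, for 0 by fry and for 0 with an estimated correlation.

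**Figure D3:**
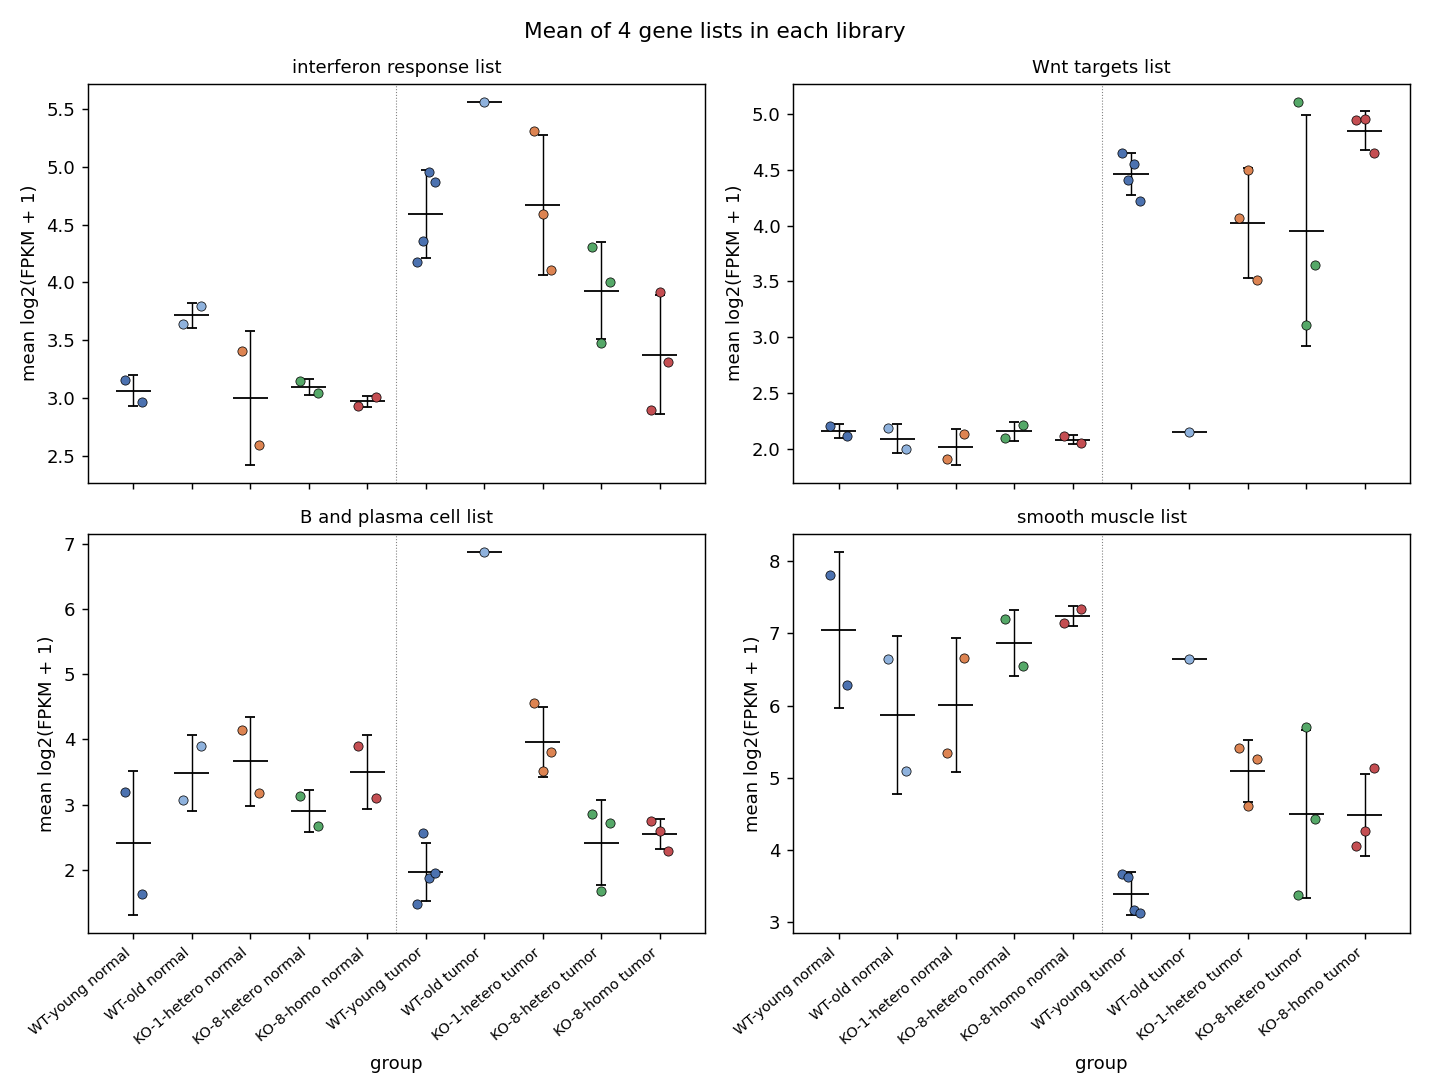
Mean log2(FPKM + 1) of 4 gene lists (vertical axes, a panel each) in each library by group (horizontal axes), with normal tissue left of the dotted line. Points are libraries, bars group means and whiskers SD; Wnt targets lie between 3.11 and 5.11 in the 13 tumors other than the WT-old tumor, which lies at 2.15, and the KO-8-homo tumors lie below the WT-young tumors in the interferon response list.

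Single groups were compared to ask about zygosity, the leading number in the title and age, and each KO group was set against the WT-young tumors. KO-8-homo differed from KO-8-hetero tumors by 7 genes, all lower in KO-8-homo, with 801 at an unadjusted p below 0.05. With the smallest p, chosen after the values were seen, were Gbp2, Gbp3 and Gm12250. Gbp2 was at 19.9 ± 4.42 FPKM in KO-8-homo and 144 ± 62.1 FPKM in KO-8-hetero (SD, n = 3 each), a log2 fold change of -2.74 (SE 0.401, limma adjusted p 0.017). Gbp3 fell by 1.97 and Gm12250 by 2.19, with the same adjusted p. Guanylate-binding proteins and Gm12250 belong to families of similar genes, so their single values are uncertain. Without any 1 of the 3 KO-8-homo tumors 0 genes passed, and without KO-8-hetero tumor replicate 1 there were 342, among them the same 7, and 232 of the 342 were higher in KO-8-homo. Maf did not differ between the zygosities (-0.03, SE 0.239, adjusted p 1), and the value was 0.13 without KO-8-hetero tumor replicate 1.

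KO-1-hetero and KO-8-hetero tumors gave 0 genes past the threshold and 1363 at an unadjusted p below 0.05. Leaving out KO-8-hetero tumor replicate 3 gave 160 genes and leaving out replicate 1 gave 27. Of the 15 lists, camera with the preset correlation called 12, camera with an estimated correlation 0 and fry 2, namely reported c-MAF targets (median 0.50 higher in KO-1-hetero, 7 of 8 genes higher) and B and plasma cell (1.45, 10 of 10 genes higher), each with a fry adjusted p of 0.0387. The c-MAF target list, as chosen, included interleukin and chemokine receptor genes, and it rose together with the B and plasma cell list. Activity of c-MAF and immune cell content cannot be told apart by it. WT-old and WT-young normal tissue, 2 libraries each, gave 0 genes past the threshold and 1059 at an unadjusted p below 0.05. On simulated data of that size, 44.2% of genes changed by 1 on the log2 scale were recovered.

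Against the 4 WT-young tumors, KO-1-hetero differed by 397 genes (225 higher), KO-8-hetero by 1 gene and KO-8-homo by 63 genes (8 higher, 55 lower). These comparisons share their controls. The fold changes of KO-1-hetero and KO-8-homo correlated across genes with r = 0.547, where unchanged groups simulated against the same controls gave a mean of 0.429 and at most 0.473, and 13 genes were called in both. For KO-1-hetero and KO-8-hetero r was 0.524, and for KO-8-hetero and KO-8-homo 0.514. The simulated genes were independent, with the same spread in each group, so the simulated range is too narrow for genes that vary together. An r above that range therefore does not show a change shared by the KO groups. The count for KO-1-hetero was 15 without KO-1-hetero tumor replicate 3, the library with high Xist, 18 without replicate 1 and 349 without replicate 2. It was 129, 123, 171 and 148 without WT-young tumor replicates 1, 2, 3 and 4. Single libraries also decided the count for KO-8-hetero, which was 242 without its tumor replicate 1, 4 without its replicate 3, and 0 without WT-young tumor replicate 1, 2 or 3. With the replicate number as a block, this count was 0. For KO-8-homo the count ranged from 18, without KO-8-homo tumor replicate 2, to 49, without WT-young tumor replicate 1. The gene past the threshold for KO-8-hetero was Ly6k, at 3.55 ± 1.98 FPKM (SD, n = 3) against 0.163 ± 0.101 FPKM (SD, n = 4), a log2 fold change of 1.87 (SE 0.257, limma adjusted p 0.0165). Of the genes with the smallest p for KO-1-hetero, Rbm3 fell by 1.79 (SE 0.207, limma adjusted p 0.00156) and Nr1d1 by 2.56 (SE 0.383, adjusted p 0.00782), and Prelp rose by 1.96 (SE 0.268, adjusted p 0.00768). Maf was higher in KO-1-hetero by 1.12 (SE 0.224, limma adjusted p 0.0172), and by 0.77 in KO-8-hetero and 0.74 in KO-8-homo (adjusted p 0.657 and 0.21). The call in KO-1-hetero was lost without its tumor replicate 3 (0.92, adjusted p 0.101) and without replicate 1 (1.23, adjusted p 0.0571).

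In KO-8-homo tumors the interferon response list had a median log2 fold change of -1.12 against WT-young tumors, with 0 of 10 genes higher. It was called by camera with the preset correlation (adjusted p 1.38e-11) and by fry (adjusted p 0.0228), though not by camera with an estimated correlation (adjusted p 0.134), and it was the only list of the 15 that fry called there. The camera test called 11 lists. In KO-1-hetero tumors it called 9 lists, of which fry called 5. These were B and plasma cell (2.06), smooth muscle (1.71), T cell (0.94), reported c-MAF targets (0.65) and macrophage (0.58). The c-MAF targets again rose beside lists of immune cells, so they give no separate reading of c-MAF activity. Of the interferon response genes in KO-8-homo tumors, adjusted over all genes 0 of the 10 passed, and 10 of 10 passed when adjusted over the list alone. The difference of the list means was -1.21 on the log2 scale, and each of the 3 KO-8-homo tumors lay below each of the 4 WT-young tumors, with an exact permutation p of 0.0571 (two-sided), the smallest that 35 splits can give. In normal tissue the difference was -0.09. Gbp3 (-2.17), Gm12250 (-2.38) and C2 (-1.73) had the smallest p of KO-8-homo against WT-young tumors, with limma adjusted p-values of 0.0019 each. In KO-8-hetero against WT-young tumors the interferon response list had a median of -0.71, with 1 of 10 genes higher (camera adjusted p 0.000176, fry adjusted p 0.538). In KO-1-hetero the median was 0.11, with 7 of 10 genes higher (fry adjusted p 0.7855). KO-8-homo against KO-8-hetero gave -0.52 (camera adjusted p 0.000184, fry adjusted p 0.398).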

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

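The tests of normal tissue and of lymphoid tissue in the WT-old tumor, and that of the absent Maf transcript, were chosen only after the results were seen, while the test of cell mixture was written before its value was seen. The reading of the normal tissue test, by genes higher and lower in tumor separately, was settled after its first value had been seen.

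Within groups of 4 to 10 libraries, 144 sets of values were searched for a library far from the others, by the gap to its nearest neighbour divided by the whole range (Dixon's ratio). There were 18 such cases, where chance gives about 7.2, and 15 of the 18 concerned a single library, the WT-old tumor among the 5 WT-labelled tumors. The genes share libraries, so these cases are not independent.

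In the WT-old tumor, Maf was high with a ratio of 0.814. Low in that library were Lyz1 (ratio 0.902), Wif1 (0.878), Spock2 (0.855), Defa24 (0.871), Mmp7 (0.913), Mt4 (0.97), Mafg (0.728) and Wwox (0.75). The list means of p53 targets (0.812) and Wnt targets (0.826) were low as well. The list means of reported c-MAF targets (0.889), smooth muscle (0.844), T cell (0.787) and B and plasma cell (0.800) were high. The B and plasma cell mean was 6.88 against 1.48 to 2.56 in the other 4 WT-labelled tumors, and the smooth muscle mean 6.64 against 3.12 to 3.67.

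Mt4 is the clearest single case, at 0.90 on the log2 scale against 8.80 to 9.04. Normal tissue labelled as tumor would put the library near normal tissue over the genes that separate the tissues. Of the 200 genes that best separate KO-labelled tumors from KO-labelled normal tissue, 83.5% lay nearer the tumor mean in this library, against 83% to 100% in the WT-young tumors and 1% to 4% in WT-labelled normal tissue. The share was 72.2% among genes higher in tumor, where the lowest WT-young tumor had 88.6%. It was 90.9% among genes lower in tumor, where the lowest WT-young tumor had 79.3%. The Wnt target mean of 2.15 lay within the range of normal tissue, 1.90 to 2.21, and outside that of the other tumors, 3.11 to 5.11. A piece with little tumor and a tumor with other contents cannot be told apart here, because these genes point in different directions and the group holds 1 library.

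Lymphoid tissue in the piece is a candidate explanation for part of the pattern. The library ranked 1 of 24 for the B and plasma cell list mean, and 1 among tumors for the T cell and MHC class II lists. Cd79a was at 404 FPKM against 1.45 to 58.7 FPKM in the other tumors. This does not account for the smooth muscle mean. The WT-old tumor group holds only this library, so age was not tested.

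The high Maf value of this library also bears on Maf by genotype label. If more stromal and immune cells in KO-labelled tumors were the whole source of the difference, it would fall within its standard error once the smooth muscle, fibroblast, macrophage and T cell list means were covariates. It was then 0.33 (SE 0.166), smaller than the 0.58 without covariates and between 1 and 2 standard errors from 0. Cell mixture and a difference in expression cannot be told apart by this value, which the lists only partly adjust. Loss of the transcript was tested in the libraries labelled homozygous, and 0 of the 5 KO-8-homo libraries had Maf below every WT-labelled library of the same tissue. This argues against loss of the measured transcript in those libraries, and says nothing about the protein or about single exons.

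The other 3 cases lay in normal tissue. Hells was high in KO-1-hetero normal replicate 2 (ratio 0.764, 3.66 on the log2 scale against 3.15 to 3.27 in the other KO-labelled libraries). In WT-young normal replicate 2, Neat1 was high (ratio 0.84, 9.35 against 7.51 to 7.80) and the enteroendocrine cell mean low (ratio 0.859, 4.53 against 5.39 to 5.54). No explanation was tested for these.

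The tumor-normal difference depended on the genotype label for 4 lists, by camera with the preset correlation. The median interaction was 0.14 for p53 targets, 0.31 for Wnt targets, -0.51 for proliferation and -0.61 for MHC class II. None of the 4 passed under fry or with an estimated correlation, and 64 of 100 splits of the libraries gave as many lists. Without the WT-old tumor 2 lists were called, without KO-8-homo tumor replicate 1 or 2 a single list. The cause of these list calls was not tested.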

How the results depend on the processing

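The covariates for Xist and posterior Hox genes were chosen after seeing the data, and the other alternatives before. Unless a cause is given, the cause was not tested.

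KO against WT in tumors gave 0 genes in place of 1 with a pseudocount of 0.1, no filter, no trend, the replicate block, the title prefix as a random block, 1 mean per title prefix, only the samples compared, WT-old left out, heterozygous KO only, an absolute log2 fold change of at least 1, and the Xist covariate. It gave 71 with homozygous KO only. KO against WT in normal tissue gave 0 genes in each of its 17 alternatives, and the interaction 0 in each of 14.

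Tumor against normal in WT gave 2682 genes with WT-old left out, 2264 of them shared with the 4192. With an absolute log2 fold change of at least 1 it gave 1462, and 1513 in KO, by construction. The count in KO was otherwise within 1.5 times.

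KO-8-homo against KO-8-hetero tumors, 7 genes, gave 13 at a mean FPKM of at least 5, 19 with quantile normalization, 15 with the replicate block and 13 with the posterior Hox covariate, each including the same 7, and 0 with only the samples compared. With median-of-ratios scaling it gave 9, of which 11.1% were higher, against 0% of the 7. KO-1-hetero against KO-8-hetero, 0 genes, gave 3 with pseudocount 0.1, 1 with no filter, 4 with quantile normalization, 12 with the replicate block and 3 with only the samples compared. WT-old against WT-young in normal tissue, 0 genes, gave 10 with no filter and 1 with the replicate block.

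KO-1-hetero against WT-young tumors, 397 genes, gave 168 at a mean FPKM of at least 5 (fewer genes tested), 230 with the replicate block, 907 with only the samples compared, 173 with an absolute log2 fold change of at least 1, 100 with the Xist covariate and 0 with the posterior Hox covariate, where 1580 had an unadjusted p below 0.05. KO-8-hetero against WT-young, 1 gene, gave 2 with no filter and 0 at a mean FPKM of at least 5, with quantile normalization, the replicate block or only the samples compared. KO-8-homo against WT-young, 63 genes, gave 135 with only the samples compared, 56 of them shared.

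Among gene lists, KO against WT in tumors gave 4 in place of 10 with heterozygous KO only, and in normal tissue 0 in place of 4. With camera's estimated correlation all 4 comparisons gave 0, and with fry the interaction and KO against WT in either tissue gave 0. The interaction gave 2 in place of 4 at a mean FPKM of at least 5 and 8 with the title prefix as a fixed covariate. Of the counts and Maf values, 180 stayed on their side or within 1.5 times and 50 did not.

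Maf, KO against WT, kept its direction and stayed short of the threshold in 15 alternatives in tumors (0.13 to 0.88) and 15 in normal tissue (0.02 to 0.91). A mean FPKM of at least 5 removes Maf.

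Changes of sign concerned small values. Mafk in normal tissue was -0.0037 with quantile normalization and -0.0076 with heterozygous KO only. In tumors Mafk was 0.037 with homozygous KO only and 0.095 with the posterior Hox covariate. Maff in normal tissue was 0.10 with WT-old left out, 0.0047 with heterozygous KO only and 0.0036 with the Xist covariate, and in tumors 0.032 with the posterior Hox covariate. Mafg in normal tissue was 0.17 with the Xist covariate, and Wwox in tumors 0.0017 with the posterior Hox covariate. Maf, tumor against normal in WT, was -0.38 with WT-old left out. For the 126 pairs of gene and comparison, 44 other values were weaker and 9 stronger. Those pairs were chosen after the outcome was seen. Over all 171, 37 values reversed in place of 11, 45 were weaker and 13 stronger.

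Leaving out 1 library at a time gave 0 to 2 genes for KO against WT in tumors, 0 to 0 in normal tissue, 2983 (without WT-old normal replicate 1) to 4366 for tumor against normal in WT, 5926 to 6496 in KO and 0 to 1 for the interaction. It gave 0 to 342 (without KO-8-hetero tumor replicate 1, 232 of them higher) for KO-8-homo against KO-8-hetero and 0 to 160 (without KO-8-hetero tumor replicate 3) for KO-1-hetero against KO-8-hetero. Against WT-young it gave 15 (without KO-1-hetero tumor replicate 3) to 349 for KO-1-hetero, 0 to 242 (without KO-8-hetero tumor replicate 1) for KO-8-hetero, and 18 (without KO-8-homo tumor replicate 2) to 49 for KO-8-homo. Lists ranged from 8 to 11, from 2 to 6, from 10 to 11 and from 1 (without KO-8-homo tumor replicate 1 or 2) to 6, in the order of tumors, normal tissue, tumor against normal in WT and the interaction. Maf ranged from 0.46 to 0.88 in tumors and from 0.14 to 0.45 in normal tissue. Signs changed within the range for Mafk in normal tissue (-0.13 to 0.14) and tumors (-0.16 to 0.018), Maff (-0.30 to 0.23) and Mafg (-0.23 to 0.020) in normal tissue, Maf between KO-8-homo and KO-8-hetero (-0.26 to 0.13) and Maf, tumor against normal in WT (-0.13 without the WT-old tumor to 0.28). In these fits 62 other values were weaker and 10 stronger. For WT-old against WT-young in normal tissue no library could be left out, and the choice between repeated symbols was not run because no symbol repeats.

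Pairing by replicate number was checked by the correlation of deviations from the group means. Over 18 same-numbered pairs of tumors the mean was 0.0751 (-0.224 to 0.531), over 20 of normal tissue 0.00308 (-0.353 to 0.565). In normal tissue, with 2 libraries per group, same-numbered and differently numbered pairs are mirror values, and the 2 same-numbered pairs of WT-young and WT-old were both at 0.565. For KO-8-hetero and WT-young tumors alone, each of 3 pairs was above 0.1 (0.165 to 0.439). The labels give no shared animal or batch, so the numbers were read as numbers only, with the block results above. In KO-1-hetero and KO-8-hetero, tumor replicates 1 and 2 had low Xist and high Ddx3y, and the normal libraries the reverse. These values argue against a shared animal for those tumors and normal libraries. The block changed no other count by over 1.5 times. Low depth limits genes near 1 FPKM most.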

Other observations

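The tests of sex, of position along the colon, of mixed sexes and of a single deciding library were chosen only after the result was seen. The rules for reading the T cell and position tests were settled after their first values had been seen, which changed the reading of the position test. The T cell test was read at first as undecided, then under a changed rule as excluding fewer T cells, and is given here as undecided.

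Other splits of the same libraries into groups of the same sizes were fitted, the real split included, with 100 drawn where more exist. For KO against WT, 9 of 100 splits gave at least the 1 gene found in tumors, and the largest other count was 254. In normal tissue, with 0 genes (645 at an unadjusted p below 0.05), and for the interaction, with 0 (654), 100 of 100 splits gave as many, as any split must against a count of 0. The largest other counts were 966 in normal tissue and 98 for the interaction. For tumor against normal tissue 1 of 100 splits, the real one, gave as many genes with the WT label and 1 of 100 with the KO label. For KO-8-homo against KO-8-hetero tumors 1 of 10 splits, the real one, gave as many genes. For KO-1-hetero against KO-8-hetero, with 0 genes (1363 at an unadjusted p below 0.05), 10 of 10 gave at least that count, which any split must, and the largest other count was 88. With 10 splits the share cannot fall below 0.1. Against WT-young tumors 1 of 35 splits gave as many genes for KO-1-hetero, 9 of 35 for KO-8-hetero and 1 of 35 for KO-8-homo. Here the largest other counts were 0, 403 and 1 in that order. Lists called by camera were as many in 17 of 100 splits for KO against WT in tumors, 20 of 100 in normal tissue, 18 of 100 for tumor against normal tissue with the WT label and 64 of 100 for the interaction. The median of the other splits was 7, 2, 6 and 5 lists, so counts of lists with the preset correlation did not separate these comparisons from arbitrary splits.

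Few genes differed between KO-labelled and WT-labelled libraries. Mixed sexes among the tumors could add spread, but with the Xist covariate 0 genes passed and 1440 had an unadjusted p below 0.05. Mixed positions along the colon could do so in normal tissue, where the Hox covariate gave 0 genes and 698 at an unadjusted p below 0.05. Neither result excludes the explanation, since high Xist occurred only with the KO label and a covariate adjusts only in part. In normal tissue, added spread and a lack of difference cannot be told apart, because position is not recorded in the labels. In tumors a lack of difference in every KO group is not what the single groups show, since homozygous KO alone gave 71 genes and heterozygous KO alone 0 against the WT-labelled tumors. Against WT-young, KO-1-hetero gave 397, KO-8-hetero 1 and KO-8-homo 63, where other splits for KO-8-homo gave at most 1. Added spread from mixed sexes and differences between the pooled KO groups cannot be told apart as reasons for the low pooled count, because sex is not recorded and high Xist occurred in 2 of 6 heterozygous KO tumors and in 0 of the homozygous KO or WT-labelled tumors, so separating the KO groups also separates by Xist. On simulated data of these sizes, 86.0% and 79.8% of genes changed by 1 on the log2 scale were recovered. Those data left out differences between the pooled groups, so these shares may be too high.

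KO-1-hetero differed from WT-young tumors by 397 genes, or 15 without KO-1-hetero tumor replicate 3 and 18 without replicate 1. A different clock phase at tissue collection was a candidate explanation, from the fall of Nr1d1. Of 12 directions predicted for 6 other clock genes, 8 were found, with 6 of 6 in normal tissue and 2 of 6 in tumors. A further 5 clock genes, seen before the test, changed in the same direction in tumors as in normal tissue, as Nr1d1 did, with log2 differences of -1.742 and -3.955 for Dbp, -0.5733 and -1.245 for Per3, -0.89 and -1.95 for Tef, -1.30 and -3.25 for Ciart, and 0.96 and 1.62 for Arntl. Clock phase and group cannot be told apart, as collection times are not in the labels and the directions of the 6 genes tested were mixed in tumors. Sex was tested with the Xist covariate, which left 100 genes, 94 of them among the 397. The slope of the changes of the called genes with the covariate against those without it was 0.917, standard errors rose by a factor of 1.07, and 2.34% of 385 called genes lay on X or Y, against 3.02% of 13161 tested. Sex and group cannot be told apart for the genes that no longer passed, since the high-Xist library is 1 of 3 in its group and the covariate also costs precision. Position was tested with the mean of 5 posterior Hox genes, 1.86 ± 0.52 (SD, n = 3) in KO-1-hetero and 4.58 ± 0.48 (SD, n = 4) in WT-young tumors. With it 0 genes passed (1580 at an unadjusted p below 0.05), while the slope was 0.781 and standard errors rose by a factor of 1.26. Position and group cannot be told apart, because the Hox values of the groups do not overlap. The genotype label stays open as well.

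Keratins were high in KO-8-hetero tumor replicate 2. Squamous epithelium in the piece is a candidate explanation. For 10 of 10 stratified squamous genes this library was the highest of 24, with Krt5 at 1163 FPKM against at most 250.2 FPKM elsewhere and Lor at 124 against at most 1.19 FPKM. Of these genes Krt17 had been met before the test, in a look at normal tissue. Krt5 and Krt15 are also measured in other tumors, so the list is not specific to this library. No group is formed by this library alone, and no explanation other than squamous epithelium was tested.

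Interferon-induced genes were lower in the libraries labelled KO-8-homo than in WT-young tumors, and Maf in those libraries was not lower, so the direction is that of the label. Reads shared between paralogs of the Gbp and Irg families were tested with 12 interferon-gamma-induced genes outside these families. Their median change was -1.60 (SD 0.592 over genes), with 12 of 12 below 0, which argues against shared reads as the whole cause. Fewer T cells were tested with the T cell list mean, whose difference was -0.00914 (SE 0.147, exact permutation p 1, two-sided), with 4 of the 9 genes higher. A change in T cell content and none cannot be told apart, because a mean near 0 over genes that go both ways decides nothing. A single library was tested by leaving out each of 7 in turn, and the median of the interferon response list stayed between -1.46 and -0.96. The interferon response list was also lower in KO-8-hetero than in WT-young tumors (median -0.71, fry adjusted p 0.538). It was not lower in KO-1-hetero (0.11, 7 of 10 genes higher, fry adjusted p 0.7855). KO-8-homo differed from KO-8-hetero by -0.52 (preset-correlation camera adjusted p 0.000184, fry adjusted p 0.398). Gbp2, Gbp3 and Gm12250 were lower in KO-8-homo than in KO-8-hetero (limma adjusted p 0.017 each). Without any 1 of the KO-8-homo tumors, 0 genes passed in that comparison. The fall of the list is thus not shown to be specific to the homozygous label. A lower interferon response may go with the KO-8-homo label, though this rests on 3 against 4 libraries, for which the exact permutation p of 0.0571 is the smallest possible. The -1.21 difference in tumors stood beside -0.09 in normal tissue, and the difference between the tissues was not tested. Microbial exposure, housing and collection batch are not in the labels and were not tested.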
